A study of Homo sapiens with 12 samples. Its data were reported in "TRIB3 promotes MYC-associated lymphoma development through suppression of UBE3B-mediated MYC degradation" (2020).

How the data were processed

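Poly(A) RNA of 12 libraries was sequenced on the HiSeq 4000 instrument after preparation with a NEBNext Ultra kit, per the labels and the study's methods. The labels name the cells as Raji, a B-cell line established from a Burkitt lymphoma. They give 4 groups of 3 libraries, which combine wild-type MYC (MYCWT) or MYC with the T58A substitution (MYCT58A) with a control short hairpin RNA (shCtrl) or one against TRIB3 (shTRIB3). MYCT58A was made by genome editing of the endogenous gene. Groups and replicate numbers were taken from the sample titles.

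The authors deposited 1 table of gene-level values per library, and neither the labels nor the headers name the unit. The values were taken as FPKM (reads or fragments scaled by gene length and library depth) because they are not whole, because their sums differ between libraries, and because each gene's values were whole multiples of what 1 read is worth in that gene and library. The aligner, the counting tool, the gene lengths used and whether reads or fragments were counted are not stated. No scaling of the deposited FPKM between libraries beyond depth was visible. Each table lists 35425 genes, of which 17401 are protein coding, with positions in GRCh38, and no listed gene was at 0 in all 12 libraries.

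Whole reads were recovered from these steps for 99.98% of the nonzero values. On simulated FPKM, the recovery returned 500 of 500 genes. The depth obtained in this way ran from 14916131 to 17648743 reads per library, so the smallest level that 3 reads can show was 0.17 to 0.201 CPM (reads scaled to equal depth). This floor covers counting error only, and reads without molecular identifiers are not independent molecules. The recovered reads served for depth, CPM and an alternative test. The 3 replicates of a group differed by more than sampling noise in each pair, with a chi-square per gene from 1.68 to 5.99. This argues against repeated sequencing of the same library, and they were counted as separate samples. Separate preparations of the same RNA or culture would also exceed sampling noise, so this check cannot show that the replicates are biological. The study states in general that its n counts independent biological samples. If the replicates shared RNA or a culture, the p-values and numbers of changed genes below rest on technical or culture noise alone.

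The test had been planned for read counts, with limma on log2(FPKM + 1) named as the substitute if only FPKM was given. The substitute was used. Genes entered with an FPKM of at least 1 in at least 3 libraries, which left 14202 genes. This filter replaced a planned count filter and was chosen after the unit was known and before any test was run. A model with 1 mean per group was fitted to all 12 libraries with limma 3.58.1 in R 4.3.3, with the trend of variance on expression, and p-values were adjusted by Benjamini-Hochberg within each of 5 contrasts. Genes with an adjusted p under 0.05 are termed called. The contrasts were MYCT58A against MYCWT within each hairpin label, the label shTRIB3 against shCtrl within each MYC background, and the difference between the last pair (MYCT58A minus MYCWT, termed the interaction). Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. On 10 simulated data sets of 14202 genes each, with 200 genes changed by 1 on the log2 scale, 79.8% of the changed genes were called with the right sign and 5.56% of the calls were unchanged genes. The simulated median fold change of the raised genes was 0.89, and 69.1% of the changed genes were called in the interaction. The simulated changes were few, evenly split between directions and placed in 1 group. In the data, 53.2% to 71.1% of the tested genes were called, depending on the contrast. The simulated rates therefore do not describe calls at such a share, and they say nothing about a shift of scale between groups.

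MYC target genes were tested as a large list of 200 genes and a small list of 58 genes, of which 197 and 55 were tested. Both lists were written from memory after the hallmark MYC target collections and were not compared with the database. Genes were ranked by the signal-to-noise ratio of the groups, the measure the study names for its enrichment analysis, computed here on log2(FPKM + 1). Each standard deviation was raised to at least 0.2 of the mean. On this scale the floor grows with expression and exceeds the replicate spread of genes such as TRIB3 and MYC. For such genes the ratio is close to a fold change divided by log2 expression, and carries little information on noise. A high expression then lowers the ratio of a given fold change. The interaction was ranked by limma's moderated statistic. The enrichment score used a weight of 1. Its two-sided p-value came from 10000 random gene sets of the same size, so that 1e-04 is the smallest value it can take. Such a p-value compares genes with other genes and is no test across replicates. On simulated values a shifted list of 60 genes had a p of 0.000999 with 1000 random sets, the smallest they allow, and an unshifted list had 0.679.

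The genes named were fixed by a rule: TRIB3, MYC and UBE3B, then TFAP4, PLD6, CCNA1, CCNA2, CCND1 and CCNE2 as MYC targets the study measured, and the related cyclin gene CCNE1. For each contrast the rule added the 3 called genes with the highest and the 3 with the lowest fold change, provided that the mean log2 CPM was above 1 and, between 2 groups, that the libraries of the groups did not overlap. Other genes named come from marker lists, or are paralogs or neighbours of TRIB3, and lie outside this rule. The pairing of libraries by replicate number came from the titles, and a model with that number as a block was computed beside the model without it.

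Groups, contrasts, named genes, the MYC lists and most alternatives were chosen before the data were examined. The alternatives were other pseudocounts, filters, scalings and rankings, each pair of groups alone, the replicate block and leaving out each library in turn. Upper-quartile scaling, voom on the recovered reads, a minimum FPKM of 5, median-of-ratios scaling for the MYC lists and their ranking by the moderated statistic without the block were added after seeing the data. The planned tests that need deposited counts were not run. Sequences, positions of reads and protein levels were not analysed here. Figures and tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.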

Results

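The data were FPKM values of 35425 genes in 12 libraries labelled Raji, with 3 replicates in each of 4 groups that cross the MYC background (MYCWT or MYCT58A) with the hairpin label (shCtrl or shTRIB3). TRIB3 is a pseudokinase that the study links to MYC protein stability, and T58A removes a phosphorylation site of MYC that takes part in its degradation. The design asks whether the substitution alters the dependence of MYC target genes on TRIB3. Depth ran from 14916131 to 17648743 reads. In a principal component analysis of the 14202 tested genes, the first component held 53.3% of the variance and the following ones 20.99% and 11.9%. The first component separated the 6 libraries labelled shTRIB3 from the 6 labelled shCtrl, and the next one separated the MYC backgrounds.

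The targeted gene was examined first. TRIB3 (ENSG00000101255) lies on chromosome 20 from 362835 to 397559 on the plus strand of GRCh38. Its FPKM in replicates 1 to 3 was 17.4, 19.3 and 18.9 in MYCWT+shCtrl and 141.6, 131.4 and 135.2 in the libraries labelled MYCWT+shTRIB3. In MYCT58A+shCtrl it was 19.6, 22.3 and 20.5, and in the libraries labelled MYCT58A+shTRIB3 it was 123.7, 121.4 and 128.7. The group means were 18.5 ± 0.982, 136.1 ± 5.18, 20.8 ± 1.40 and 124.6 ± 3.71 (SD, n = 3). TRIB3 was thus higher in all 6 libraries labelled shTRIB3 than in any labelled shCtrl, against the direction of a knockdown. The log2 fold change was 2.81 in MYCWT (SE 0.05, limma Benjamini-Hochberg adjusted p 5.67e-12) and 2.53 in MYCT58A (SE 0.05, adjusted p 2.33e-11). The libraries are therefore named by their label throughout, and no direction given for the label shTRIB3 can be read as the effect of a lower TRIB3 mRNA. With the replicate number as a block, the fold changes stayed at 2.81 and 2.53 with adjusted p-values of 8.83e-10 and 2.95e-09. Deviations from the group means in same-numbered libraries had a mean correlation of -0.0047 over 18 pairs, against 0.00235 in 36 pairs with other numbers. The gene RBCK1, 1 of 3 within 30 kb of TRIB3 and chosen after its values were seen, also rose, by 2.63 and 2.13. The alternative that moved the TRIB3 fold change most was upper-quartile scaling in MYCWT, added after seeing the data, with 2.57.

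**Figure D1:**
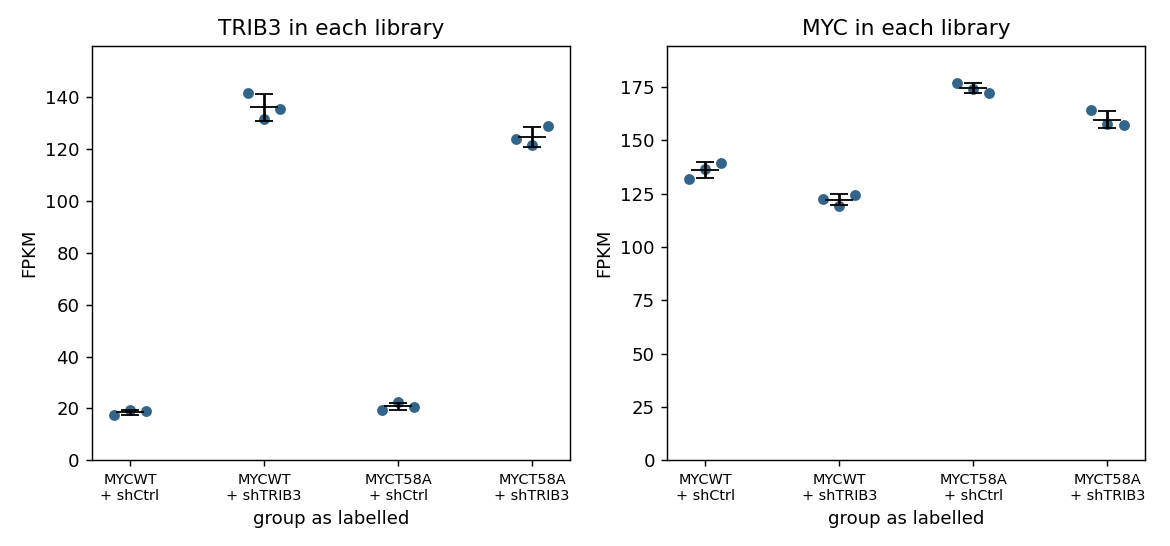
FPKM of TRIB3 (left) and MYC (right) on linear axes for the 3 libraries of each group as labelled, with points for libraries and bars for the mean and SD. TRIB3 means were 18.5 and 20.8 under shCtrl and 136.1 and 124.6 under the label shTRIB3, and MYC means were 135.9, 122.1, 174.4 and 159.6 in the order of the axis.

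MYC (ENSG00000136997) is annotated on chromosome 8 from 127735434 to 127741434, plus strand. Its FPKM was 135.9 ± 3.77 in MYCWT+shCtrl, 122.1 ± 2.61 in the libraries labelled MYCWT+shTRIB3, 174.4 ± 2.32 in MYCT58A+shCtrl and 159.6 ± 3.86 in those labelled MYCT58A+shTRIB3 (SD, n = 3). MYCT58A was higher than MYCWT by 0.36 under shCtrl (SE 0.03, limma adjusted p 1.03e-06) and by 0.38 under the label shTRIB3 (SE 0.03, adjusted p 7.13e-07) on the log2 scale. The log2 fold change with the label shTRIB3 was -0.15 in MYCWT (adjusted p 0.000429) and -0.13 in MYCT58A (adjusted p 0.0019), and these changes did not differ detectably (interaction 0.03, SE 0.04, adjusted p 0.606). Under upper-quartile scaling, added after seeing the data, the interaction was 0.18 with a limma adjusted p of 0.00501. With the replicate block the adjusted p-values of these 4 differences were 1.27e-05, 1.04e-05, 0.0015 and 0.00514. The mean correlation of same-numbered libraries behind that block was -0.0047.

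The comparison of MYC backgrounds under shCtrl sets cells labelled MYCT58A against cells labelled MYCWT without the hairpin against TRIB3. The study reports that edited cells were sorted singly and that correct clones were chosen. Effects of clone selection and editing therefore cannot be separated here from those of the substitution. Of 14202 tested genes, 8634 were called, 4700 higher and 3934 lower in MYCT58A, and 521 of them changed by at least 1 on the log2 scale (340 higher, 181 lower). The block model called 8506 genes, with the pairing check at -0.0047. Upper-quartile scaling, added after seeing the data, gave 3676 higher and 5067 lower genes, so that the share of higher calls moved by -12.4 percentage points, and 253 higher and 272 lower genes with changes of at least 1. Median-of-ratios scaling gave 4288 higher and 4361 lower genes. The highest fold changes were those of C4orf48 at 3.16, DDIT4 at 2.65 and TC2N at 2.56, and the lowest were those of CD24 at -2.87, CALB1 at -2.55 and TCN1 at -2.36. Reads of CD24 can be shared with its processed copies, so its value is uncertain.

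The label shTRIB3 within MYCWT gave the largest number of calls of the 5 contrasts. It comprised 10093 genes, 5480 higher and 4613 lower in the libraries labelled shTRIB3, and 1717 changed by at least 1 (1187 higher, 530 lower). The block model called 10004 genes, with the pairing check at -0.0047. Under upper-quartile scaling 3931 genes were higher and 6500 lower, a move of -16.6 points, because this scaling shifted the median gene by -0.21 on the log2 scale. Among changes of at least 1 it gave 840 higher and 1021 lower genes. Median-of-ratios scaling gave 4801 higher and 5377 lower calls, and a minimum FPKM of 5 gave 3203 and 3655. The highest fold changes were 5.09 for SPRR2D, 4.92 for EGR1 and 4.90 for GDF15. EGR1 rose from 7.62 ± 0.719 to 258.5 ± 9.01 FPKM and GDF15 from 19.1 ± 1.51 to 597.2 ± 27.99 FPKM (SD, n = 3). The lowest were -3.85 for MAGEA1, -3.42 for NEFH and -2.87 for VCX3A. SPRR2D, MAGEA1 and VCX3A have near-identical relatives, and reads may be divided among them.

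Within MYCT58A, the label shTRIB3 was accompanied by 9369 calls, 4884 higher and 4485 lower, with 977 changing by at least 1 (619 higher, 358 lower). The balance of all calls changed sides under upper-quartile scaling (4043 higher, 5291 lower), median-of-ratios scaling (4416 and 4932) and a minimum FPKM of 5 (3119 and 3531). The block model called 9251, with the pairing check at -0.0047. IL20RB rose by 4.48, SPRR2D by 3.98 and ASS1 by 3.77. The lowest values were -2.996 for HBBP1, -2.68 for HBA2 and -2.67 for HBD. These globin genes share sequence with neighbours, HBA2 with HBA1 in particular, and their values are uncertain.

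Between MYC backgrounds under the label shTRIB3, 7550 genes were called, 3871 higher and 3679 lower in MYCT58A, and 596 changed by at least 1 (222 higher, 374 lower). Without a filter the balance of all calls changed sides, to 4160 higher and 4548 lower. The block model called 7343, with the pairing check at -0.0047. TBX15 at 4.01, MAGEA1 at 3.90 and the long noncoding RNA AC009784.3 at 3.67 were highest, and PRSS2 at -4.37, CD36 at -4.24 and TCN1 at -3.71 lowest. PRSS2 belongs to a family of similar trypsinogen genes and is uncertain for the same reason.

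The response to the label shTRIB3 was then compared between the backgrounds. Of the 10093 genes called in MYCWT, 77.7% had the same sign in MYCT58A, and the median ratio of the fold changes, MYCT58A over MYCWT, was 0.515. Selecting instead the genes called in MYCT58A gave 78.8% and a ratio of 0.754, which moved the ratio more than any other setting did. In both backgrounds 6232 genes were called with the same sign and 1221 with opposite signs. Pearson's r of the fold changes was 0.607 across genes, which are not independent replicates. The interaction was called for 7562 genes, 3520 positive and 4042 negative, and 989 reached at least 1 (308 positive, 681 negative). With the replicate block 7421 were called, the share with the same sign was 77.9% and the ratio 0.514, with the pairing check at -0.0047. Upper-quartile scaling gave 4824 positive and 2978 negative calls, a move of 15.3 points, with a shift of the median gene by 0.13. The largest positive interactions were 3.55 for SMPD4P1, 3.43 for TBX15 and 3.10 for CALB1, and the largest negative ones -4.00 for EGR1, -3.57 for CD36 and -2.96 for TUBB4A. SMPD4P1 is a transcribed pseudogene, and reads of its parent gene can be placed there.

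Among the genes fixed beforehand, 9 were tested and CCNA1 was too low, at 0.0482 FPKM or less. The numbers called were 7 for MYCT58A against MYCWT under shCtrl, 9 and 6 for the label shTRIB3 in MYCWT and MYCT58A, 4 for the backgrounds under the label shTRIB3 and 7 for the interaction, whether p-values were adjusted over all genes or over these 9. TFAP4 fell from 5.68 ± 0.272 to 2.48 ± 0.185 FPKM with the label shTRIB3 in MYCWT and was 3.17 ± 0.262 and 3.10 ± 0.135 in the MYCT58A groups (SD, n = 3). Its interaction was 0.92 (SE 0.09, limma adjusted p 6.87e-06). PLD6 changed by -1.08 in MYCWT and -0.66 in MYCT58A. UBE3B, a ubiquitin ligase gene the study names, rose by 0.35 and 0.52. CCNA2 changed by -0.34 and -0.06, CCND1 by -0.35 and -0.66, CCNE1 by -0.51 and -0.60, and CCNE2 by -0.30 and 0.14. The changes of CCNA2 and CCNE2 in MYCT58A did not pass the threshold, with limma adjusted p-values of 0.0921 and 0.16. That of CCNA2 did pass it under median-of-ratios and upper-quartile scaling.

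The MYC target lists address the question of the study most directly. Under shCtrl, the large list of 197 tested genes showed no enrichment in MYCT58A against MYCWT (score -0.17, p 0.999), and the small list of 55 genes was lower in MYCT58A (score -0.53, p 0.0017, Benjamini-Hochberg adjusted over the 10 tests 0.00243), with a median fold change of -0.35. With the label shTRIB3 in MYCWT, both lists were lower, with scores of -0.58 and -0.72 and medians of -0.54 and -0.99. They were also lower in MYCT58A, with scores of -0.56 and -0.66 and medians of -0.46 and -0.60. Each of these 4 p-values was 1e-04, the smallest the random sets can give, and 0.000167 after adjustment. In MYCWT 165 genes of the large list and 52 of the small list were called lower, and in MYCT58A 165 and 48. Between backgrounds under the label shTRIB3 the scores were 0.24 (p 0.81) and -0.09 (p 1). The interaction scores were 0.44 and 0.69, each with a p of 1e-04 (0.000167 adjusted), and the median interactions were 0.06 and 0.40.

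The enrichment with the replicate block was ranked by limma's moderated statistic and gave scores for the large list, in the order of the contrasts above, of 0.26, -0.75, -0.73, 0.49 and 0.43. For the small list it gave -0.70, -0.83, -0.77, 0.32 and 0.72. The pairing check was -0.0047. The same ranking without the block, added after seeing the data, gave 0.26 for the large list under shCtrl and 0.30 for the small list under the label shTRIB3, so that these changes of sign against the signal-to-noise scores were already present with the ranking alone. The p-values of both stayed above the threshold, at 0.23 and 0.432. The score of 0.49 for the large list between backgrounds under the label shTRIB3 had a p of 1e-04 with this ranking, unlike the signal-to-noise score. Whether that list is called there thus depends on the ranking. The interaction of the large list did not pass the threshold when ranked by fold change (score 0.28, p 0.133) or with camera in limma (p 0.206). Of 100 splits of the libraries, 58 gave the large list and 31 the small list an interaction score as high. The median interaction of the small list, 0.40, lay inside the range of 0.34 to 0.60 of random lists matched on the fold change in MYCWT. When the 6 library labels were reassigned exactly, the p-values of the falls with the label shTRIB3 were 0.1 in MYCWT and 0.2 in MYCT58A for both lists, and 3 libraries against 3 cannot give less than 0.1.

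**Figure D2:**
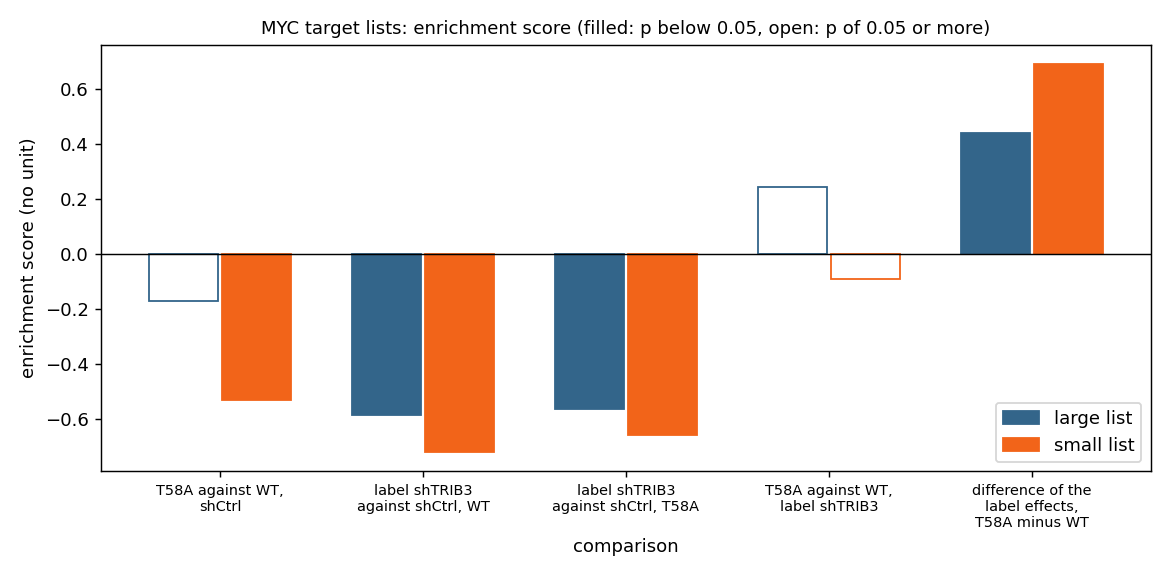
Enrichment scores (vertical axis, no unit) of the large and the small MYC target list in the 5 comparisons, with filled bars for a p from random gene sets below 0.05 and open bars for the others. Both lists have negative scores for the label shTRIB3 in each background, from -0.72 to -0.56, and positive scores of 0.44 and 0.69 for the interaction.

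The identity of the cells was examined with marker lists written from memory. The median FPKM of the B-cell list (19 genes) was between 0 and 0.0487 in the 12 libraries, and that of the erythroid list (20 genes) between 22.95 and 35.8. GATA1 was at 203.7 ± 4.30 FPKM in MYCWT+shCtrl (SD, n = 3). Library composition also differed between groups. Mitochondrial genes held 6.07% ± 0.0203 of the reads in MYCWT+shCtrl and 9.45% ± 0.196 in the libraries labelled MYCWT+shTRIB3, and 6.39% ± 0.193 and 8.34% ± 0.435 in the MYCT58A groups (SD, n = 3). The mean number of genes at 0 was 11299, 9959, 11733 and 10049 in the same order of groups.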

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

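The test of scaling for the falls of the MYC lists was chosen only after the result was seen, and upper-quartile scaling and median-of-ratios scaling of the MYC lists were added after seeing the data. Results are listed here because the response to the label shTRIB3 differed between MYCT58A and MYCWT by a test of the difference itself. TRIB3 mRNA went against that label, so none of the directions can be assigned to a lower TRIB3.

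The interaction was called for 7562 genes. Of 100 splits of the 12 libraries, drawn within replicate numbers with the real one included, 1 gave as many, and the other splits gave 0 to 3712. Splits that mix the groups move the effects of hairpin label and MYC background into the residual spread. That lowers their counts whether or not an interaction exists, so this comparison of counts does not test the interaction. TRIB3 itself had an interaction of -0.28 on the log2 scale, UBE3B 0.18, TFAP4 0.92, PLD6 0.42, CCNA2 0.28, CCND1 -0.31 and CCNE2 0.44. The interaction of PLD6 lost its call in 7 of the 12 fits that each left out 1 library. Those of TRIB3 (-0.14, limma adjusted p 0.171) and CCND1 lost it under upper-quartile scaling. Among genes named for their changes the values were -2.79 for C4orf48, -2.50 for DDIT4, 0.45 for TC2N, 1.39 for CD24, 3.10 for CALB1, -1.35 for TCN1, -1.11 for SPRR2D and -4.00 for EGR1. They were -1.37 for GDF15, 3.03 for MAGEA1, 2.03 for NEFH, 2.86 for VCX3A, 0.42 for IL20RB, 1.39 for ASS1, -1.28 for HBA2 and 3.43 for TBX15. The last ones were 2.65 for AC009784.3, -2.59 for PRSS2, -3.57 for CD36, 3.55 for SMPD4P1 and -2.96 for TUBB4A. Upper-quartile scaling changed the balance of the interaction from 3520 positive and 4042 negative to 4824 and 2978, so small interactions depend on the scaling. A minimum FPKM of 5 gave 2835 positive and 2777 negative calls, so the balance depends on the filter too. Each MYC background is 1 edited or unedited population here, and differences between populations that have nothing to do with MYC were not tested. No biological cause is therefore assigned to single genes.

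The falls of the MYC lists with the label shTRIB3, from which their interaction is formed, were tested in both backgrounds. A regression on GC content, gene length and expression, for which 99.01% of the tested genes and 100% of both lists had values, moved the scores from -0.58 to -0.48 and from -0.72 to -0.67 in MYCWT, and from -0.56 to -0.46 and from -0.66 to -0.60 in MYCT58A, for the large and the small list. The highest of the 4 p-values after it was 1e-04, the smallest the random sets allow, so these properties do not fully explain the falls. Median-of-ratios scaling with ranking by fold change and leaving mitochondrial reads out of the depth also gave 1e-04. Each applies 1 factor per library, which shifts all genes nearly alike and so changes their order little, and these p-values were already the smallest possible. These p-values therefore decide nothing about scaling or composition. The sizes of the falls say more about scaling. The list medians were -0.54 and -0.99 in MYCWT and -0.46 and -0.60 in MYCT58A. The median tested gene changed by 0.046 and 0.030. Median-of-ratios scaling shifted it by -0.086 and -0.047, and upper-quartile scaling by -0.21 and -0.081, which would deepen the falls. These values argue against 1 factor per library as the source of the falls. A composition change acting unequally on genes stays open. Splits that part as many same-numbered pairs number 4 per pair of groups, which cannot give a share under 0.25. As many genes were called in 1 of the 4 in each of the 4 comparisons of 2 groups, the real split, and the other splits called at most 1 gene. For the scores they were less selective. The large list scored as high in 1 of 4 for MYCT58A against MYCWT under shCtrl, 1 of 4 for the label in MYCWT, 2 of 4 for the label in MYCT58A and 2 of 4 for the backgrounds under the label shTRIB3. For the small list the numbers were 1, 1, 1 and 4 of 4. The remaining 6 of the 10 splits put same-numbered libraries on one side. With so few splits this comparison settles nothing about the falls. In MYCWT the other splits reached scores of up to 0.57 for the large list and 0.70 for the small list in absolute value.

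The smaller fall in MYCT58A appeared as interaction scores of 0.44 for the large list and 0.69 for the small list. After median-of-ratios scaling with ranking by fold change the higher of the p-values, that of the large list, was 0.0136, but with the same ranking and no such scaling it was 0.133, so this call depends on the scaling. After regression on GC content, gene length and expression of the moderated statistic the higher p was 1e-04. As many as 58 of 100 splits gave the large list a score as high, and 31 of 100 did so for the small list. These splits mix in the effect of the hairpin label and can score high for that reason. A smaller response of all genes in MYCT58A was tested with random lists matched on the fold change in MYCWT. The small list had a median interaction of 0.40, inside the central range of 0.34 to 0.60 of those lists and at percentile 15.01, where the matched lists had a median of 0.46. The large list, at 0.06, lay below the matched lists, with a percentile of 0 and a matched median of 0.25. The value of 0.40 for the small list is therefore no larger than a general attenuation of the response in MYCT58A would give. Between backgrounds, the median of this list was -0.35 under shCtrl and 0.02 under the label shTRIB3. Its difference between backgrounds thus lay in the shCtrl groups. The matched lists cannot separate a lower start in MYCT58A from a smaller response. The large list was attenuated less than matched genes, which a general attenuation leaves unexplained. Neither list was attenuated more than its matched lists.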

How the results depend on the processing

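Of the 44 alternatives to the 5 numbers of called genes, and of the 36 fits that each left out 1 library, all stayed within 1.5 times the reported number. The ranges were 6265 to 9472 for MYCT58A against MYCWT under shCtrl, 6858 to 12207 and 6650 to 10361 for the label shTRIB3 in MYCWT and MYCT58A, 5449 to 8708 for the backgrounds under the label shTRIB3 and 5612 to 8342 for the interaction. Upper-quartile scaling moved the split of calls by up to -16.6 points, and median-of-ratios scaling by up to -7.12 points. Both turned the balance of higher and lower calls in every contrast but that between backgrounds under the label shTRIB3. The planned DESeq2 Wald test was not run because the values are FPKM, and total-count scaling is that of the deposited values.

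The numbers of genes changing by at least 1 depended on the treatment of low values. Against 521, 1717, 977, 596 and 989, in the order above, log2(FPKM + 0.1) gave 1268, 2889, 1842, 1077 and 1629, and voom gave 1415, 3015, 1971, 1144 and 1706. A minimum FPKM of 5 gave 309 for the backgrounds under the label shTRIB3 and 563 for the interaction. The lower pseudocount shrinks fold changes less, which bears on low genes.

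The rise of TRIB3 with the label shTRIB3 and the MYC differences between groups kept their direction and their side of the threshold under every alternative run, with TRIB3 from 2.57 to 2.88 in MYCWT and from 2.43 to 2.58 in MYCT58A. The small TRIB3 differences did not. For MYCT58A against MYCWT under shCtrl (0.16), median-of-ratios scaling gave 0.12 (limma adjusted p 0.0792), the pair of groups alone 0.16 (0.0604) and upper-quartile scaling 0.048 (0.48), and leaving out 1 library 0.11 to 0.20. Under the label shTRIB3 (-0.13, adjusted p 0.06), the stricter read filter gave -0.13 (0.0495), the pair of groups alone -0.13 (0.0233), voom -0.13 (0.0032) and a minimum FPKM of 5 -0.13 (0.0463). The highest adjusted p over the alternatives of these differences was 0.48 and 0.213. Upper-quartile scaling took the TRIB3 interaction to -0.14 (0.171) and the MYC interaction to 0.18 (0.00501). That scaling shifts the interaction of the median gene by 0.13, in the direction in which both moved.

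For other named genes, 551 of 561 alternatives changed nothing, 4 were stronger, 5 weaker and 1 reversed, the CCNE1 interaction at 0.055 under upper-quartile scaling. Of 468 fits without 1 library, 453 changed nothing, 2 were stronger, 10 weaker and 3 reversed. The weaker fits were all of PLD6, whose interaction ran from 0.31 to 0.50 with a highest limma adjusted p of 0.0838 and lost its call in 7 of 12 fits, and whose difference between backgrounds under the label shTRIB3 lost it in 3 of 6. Both also lost it without a filter. The reversals were TFAP4 with the label shTRIB3 in MYCT58A, from -0.061 to 0.026, and CCNE1 between backgrounds under that label, from -0.0057 to 0.15, both near 0.

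The falls of both MYC lists with the label shTRIB3 kept their direction under all alternatives run, from -0.76 to -0.56 and -0.83 to -0.69 in MYCWT and from -0.74 to -0.55 and -0.77 to -0.65 in MYCT58A. Exact reassignment of the labels leaves the scores as they are, at -0.58 and -0.72 with a p of 0.1 in MYCWT and -0.56 and -0.66 with 0.2 in MYCT58A, and gave 0.2 for the small list under shCtrl at -0.53. No p under 0.1 is possible there. The large list under shCtrl (-0.17) was 0.16 when ranked by fold change and 0.26 with the moderated statistic, both with and without the replicate block. Under the label shTRIB3 it went from 0.24 (p 0.81) to 0.34 (0.0081) by fold change and 0.49 (1e-04) with the moderated statistic, with and without the block. The small list there (-0.09) was 0.15 by fold change, 0.32 with the block, 0.30 with the moderated statistic alone and 0.089 after median-of-ratios scaling, and its camera difference was 0.69. It ran from -0.10 to 0.12 without 1 library. For the interaction of the large list, camera gave a difference of 2.23 (p 0.206) and ranking by fold change 0.28 (p 0.133). Adding the block to the moderated ranking moved the small list between backgrounds under the label shTRIB3 from 0.30 to 0.32.

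The share of genes with the same sign (77.7%) and the ratio (0.515) moved to 77.1% and 0.505 under the stricter read filter and to 78.8% and 0.754 for genes called in MYCT58A, a matter of which background the genes are selected in. Without 1 library they ran from 76.8% to 78.7% and from 0.497 to 0.532. Depth limits the genes with few reads, where 3 reads correspond to 0.17 to 0.201 CPM.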

Other observations

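The tests of exchanged labels, paralogs, neighbouring genes and scaling for TRIB3, and the test of depth, were chosen only after the result was seen. The marker lists and the stress list were written from memory before their tests, when HBA2, HBD, HBBP1, AQP1 and HDC had been seen among changed genes. HBA2 is in the erythroid list.

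TRIB3 mRNA was higher in the 6 libraries labelled shTRIB3. TRIB3 is a known target of ATF4 in the integrated stress response, so 40 other genes of that response were examined. Of the 39 tested, 38 were higher with the label shTRIB3 in each background, and the list median was 1.79 in MYCWT and 1.16 in MYCT58A, above the upper bounds of 0.07 for random lists of matched expression in both. The median was also raised, by 0.57, in MYCT58A against MYCWT under shCtrl, where 33 genes were higher. TRIB3 itself changed by only 0.16 in that comparison (limma adjusted p 0.0195), so a raised list did not always go with a large rise of TRIB3. A stress response may accompany the rise of TRIB3 with the label shTRIB3, and whether it produces that rise stays open. Exchange of the labels shCtrl and shTRIB3 was weighed by asking how many stress genes rose more than TRIB3. There were 6 in MYCWT and 3 in MYCT58A, which cannot settle it, and the direction of TRIB3 cannot be told apart from exchanged labels. Reads shared with the paralogs TRIB1 and TRIB2 are set aside, since neither exceeded 16.9 FPKM while TRIB3 rose by at least 104 FPKM. Scaling is set aside as well, because TRIB3 still rose by at least 2.47 under median-of-ratios scaling.

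The surroundings of TRIB3 were examined as well. Of 3 genes within 30 kb, none overlapped TRIB3, and RBCK1 (ENSG00000125826, chromosome 20 from 407498 to 430966, plus strand) rose by 2.63 in MYCWT and 2.13 in MYCT58A, from 13.8 to 90.5 FPKM and from 14.8 to 68.2 FPKM. In MYCWT and MYCT58A, NRSN2 also rose, by 0.87 and 0.63, and NRSN2-AS1 by 0.91 and 0.50, and each change was called. The test asked for a neighbour rising by at least 1 in both backgrounds, and the value of 2.13 for RBCK1 meets it. RBCK1 lies downstream of TRIB3 on the same strand, so reads running on from TRIB3 would raise RBCK1 and not TRIB3, and the rise of RBCK1 does not account for that of TRIB3. The upstream gene on the same strand, NRSN2, reached 19.02 FPKM at most, below the TRIB3 rise of at least 104 FPKM, so reads running into TRIB3 are set aside. Shared regulation of the region was not tested. No biological explanation for the TRIB3 rise is therefore singled out.

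The libraries are labelled Raji, yet B-cell markers were near 0. The highest B-cell list median of the 12 libraries was 0.0487 FPKM and the lowest erythroid list median was 22.95 FPKM, with at least 17 of the 20 erythroid genes at 1 FPKM or more. A list of T-cell genes had medians of 0.015 to 0.106. In MYCWT+shCtrl, RHAG was at 235.7 FPKM, HBE1 at 1017 FPKM, CD79A at 0.252 FPKM and PAX5 at 0.0148 FPKM. These values are consistent with RNA of erythroid-type cells rather than of B cells in all 12 libraries, and a minor admixture of other cells into B cells is set aside by the B-cell median of 0.0487. A deletion of chromosome 9p21, found in some cell lines, was tested with MTAP, whose highest FPKM was 0.00394. CDKN2A and CDKN2B were not used here, so this test cannot tell a deletion from another cause of silence. Which cells were sequenced remains a hypothesis from expression alone, and the sequence of MYC at T58A was not analysed here.

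The libraries labelled shTRIB3 listed fewer genes at 0 and had a higher mitochondrial share. Greater depth in them is set aside within MYCWT, where the deepest library labelled shTRIB3 was still shallower than the shallowest labelled shCtrl (difference -0.0779, in units of 1e+06 reads). In MYCT58A the depths overlapped. There the first replicate labelled shTRIB3 had 16745616 reads and 10174 genes at 0, while the second replicate labelled shCtrl had more reads, 17294702, and more genes at 0, 11742. Other technical explanations, such as RNA quality, were not tested.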
